# The Transcriptome Signature of the Receptive Bovine Uterus Determined at Early Gestation

**DOI:** 10.1371/journal.pone.0122874

**Published:** 2015-04-07

**Authors:** Mario Binelli, Saara C. Scolari, Guilherme Pugliesi, Veerle Van Hoeck, Angela M. Gonella-Diaza, Sónia C. S. Andrade, Gustavo R. Gasparin, Luiz L. Coutinho

## Abstract

Pregnancy success is critical to the profitability of cattle operations. However, the molecular events driving the uterine tissue towards embryo receptivity are poorly understood. This study aimed to characterize the uterine transcriptome profiles of pregnant (P) versus non-pregnant (NP) cows during early pregnancy and attempted to define a potential set of marker genes that can be valuable for predicting pregnancy outcome. Therefore, beef cows were synchronized (n=51) and artificially inseminated (n=36) at detected estrus. Six days after AI (D6), jugular blood samples and a biopsy from the uterine horn contralateral to the ovary containing the corpus luteum were collected. Based on pregnancy outcome on D30, samples were retrospectively allocated to the following groups: P (n=6) and NP (n=5). Both groups had similar plasma progesterone concentrations on D6. Uterine biopsies were submitted to RNA-Seq analysis in a Illumina platform. The 272,685,768 million filtered reads were mapped to the *Bos Taurus* reference genome and 14,654 genes were analyzed for differential expression between groups. Transcriptome data showed that 216 genes are differently expressed when comparing NP versus P uterine tissue (*P*adj≤0.1). More specifically, 36 genes were up-regulated in P cows and 180 are up-regulated in NP cows. Functional enrichment and pathway analyses revealed enriched expression of genes associated with extracellular matrix remodeling in the NP cows and nucleotide binding, microsome and vesicular fraction in the P cows. From the 40 top-ranked genes, the transcript levels of nine genes were re-evaluated using qRT-PCR. In conclusion, this study characterized a unique set of genes, expressed in the uterus 6 days after insemination, that indicate a receptive state leading to pregnancy success. Furthermore, expression of such genes can be used as potential markers to efficiently predict pregnancy success.

## Introduction

Subfertility, mainly due to high rates of early embryonic death, is threatening the efficiency and sustainability of the beef cow industry [1, 2]. A non-receptive uterine environment may be a key contributor to the disappointing fertility rates, as the majority of pregnancy losses occur prior to embryo implantation [3]. Therefore, strategies optimizing the reproductive performance of beef cows, aiming to increase rates of embryonic survival, depend on the identification of factors that determine the receptive endometrium.

The uterus becomes receptive for a limited period of time under the influence of steroid hormones and paracrine signals from the developing embryo. At the moment of embryo arrival, the endometrium displays several characteristics that favor the contact and communication, which coincides with days 5–6 of pregnancy [4]. More specifically, the embryo leaves the oviduct and enters the anterior region of the uterus ipsilateral to the ovary containing the corpus luteum, where it will continue its further development supported by the uterine secretions until implantation [4]. As the secretions from the endometrium, i.e. the histotroph, provide the micro-environment in which the conceptus will grow and develop, changes in uterine fluid metabolite levels can be determinant for the fate of the young and developing embryo [5, 6].

Interestingly, up to the time of maternal recognition of pregnancy, progressive changes in the endometrial transcriptome occur independently of the presence of the conceptus [7, 8]. This indicates that receptivity depends on characteristics of the maternal reproductive tract that provide the optimal environment for the early developing embryo. Search continues for key signal determining maternal receptivity towards the embryo. Although several molecules have been put forth as key factors contributing to a receptive uterus, such as adhesion molecules, cytokines and growth factors [9, 10, 11], none of these molecular markers have yet been proven clinically useful in the assessment of functional receptivity.

Currently, a definition of a receptive versus a non-receptive uterine environment remains incomplete. Recent developments in high throughput sequencing technologies provided clues about global trends in gene expression that might offer a prognostic approach to screen and select recipient animals with endometrial characteristics that favor receptivity. Such large scale approaches resulted in highly relevant information at the molecular level determining human uterine receptivity [12–15] which has been compiled to develop an applied prognostic tool for human uterine receptivity assessment, solely based in transcriptome signatures [16, 17].

In cattle, current attempts to describe uterine characteristics favoring maintenance of pregnancy are based on information collected from non-inseminated (and thus NP) cows [18] that makes it difficult to extrapolate and/or link these results to probability of pregnancy. Moreover, several studies that attempted to study the receptivity issue focused on uterine characteristics at time windows that do not coincide with the window of embryonic recognition, such as before [19, 20] or after [21] the moment of embryo reception in the uterus.

Studies screening the endometrial characteristics of the uterus at around the precise time it receives the embryo, i.e., around day 6-post insemination, are lacking. However, such information is highly needed to design strategies in order to tackle the problem of early embryonic mortality in the beef cow industry. Therefore, the present study aimed to perform a whole transcriptome characterization of uterine tissue collected at day 6 post artificial insemination (AI) in beef cattle. A retrospective approach linking pregnancy outcome to gene expression signatures on the day 6 uterine tissues provided a basis for the understanding of the molecular requirements of uterine receptivity.

## Materials and Methods

### Animals

The experiment was carried out in accordance with the Ethics and Animal Handling Committee of the University of São Paulo. It was conducted at the research farm of the University of São Paulo (USP) in Pirassununga, SP, Brazil, using 51 clinically healthy, cycling, multiparous, non- lactating Nellore cows (*Bos indicus*), 4 to 10 years old, with a body condition score between 3 and 4 (scale: 0, emaciated; 5, obese), maintained under the same pasture regimen supplemented with sugar cane and/ or corn silage, concentrate and free access to water and mineralized salt.

### Reproductive management and experimental design

Estruses were synchronized (n = 51) by injecting two im doses of prostaglandin F2α (PGF2α) analogue (500 μg sodium cloprostenol; Sincrocio, Ouro Fino Animal Health, Cravinhos, Brazil) 14 days apart. At the time of the second PGF2α injection, animals were equipped with an Estrotect (Rockway, Inc., USA) device, and animals were observed twice daily until the sixth day after the last PGF2α injection for standing heat. Ultrasound exams were performed with the aid of a duplex B-mode (gray-scale) and Color-Doppler instrument (MyLab30 Vet Gold; Esaote Healthcare, São Paulo, SP, Brazil) equipped with a multi-frequency linear transducer 12 hours after the animals displayed estrus in order to confirm the presence and location of a pre-ovulatory follicle and AI was performed. Six days post-AI, an endometrial biopsy was collected from the uterine horn contralateral to ovulation, as determined by the presence of a corpus luteum (CL). The biopsy procedure was described in detail elsewhere [22]. Once collected, the biopsy was placed in cryotubes and immediately immersed in liquid nitrogen, then transferred to a—80°C for storage. Blood sampling for determination of progesterone concentrations was performed at time of biopsy and processed as described by Mesquita et al. [23]. After the biopsy procedure, cows received two 1 g doses of the anti-inflammatory medication flunixin meglumine (Desflan, Ouro Fino Animal Health, Cravinhos, Brazil) in a 24 hour interval and one dose of a Penicillin/Streptomycin based antibiotic (Penfort Reforçado, Ouro Fino Animal Health, Cravinhos, Brazil). Plasma P4 concentrations were measured by a solid-phase radioimmunoassay (Coat-A-Count; Siemens Medical Solutions Diagnostics, Los Angeles, USA). The animals were observed for signs of abnormal vaginal secretions and/or discomfort after the biopsy. Pregnancy diagnosis was performed on days 22 and 30 post-AI via trans-rectal ultrasonography exam.

### Animal selection for RNA-Seq

RNA-Seq was performed on samples selected retrospectively based on the day 30 pregnancy diagnosis (n = 6 samples from each P and NP animals). Animals were selected based on two criteria: plasma progesterone concentrations on day 6 must had been within a 1.5 ng/mL interval among all animals and, ovulations must had been confirmed within 12 hours after AI as determined by ultrasound exam.

### RNA isolation and cDNA synthesis

Frozen uterine samples (30 mg) were macerated in liquid nitrogen using a stainless steel apparatus, immediately mixed with buffer RLT from the RNeasy Mini columns kit (Qiagen, São Paulo, SP, Brazil) and further DNA, RNA and protein extractions performed using a commercial purification kit (Qiagen AllPrep DNA/RNA/PROTEIN Mini Kit, São Paulo, SP, Brazil) according to the manufacturer’s recommendations. RNA purity and concentration were determined by spectrophotometry (Thermo Fisher Scientific, Suwanee, GA, USA) and RNA integrity was assessed using the 2100 Bioanalyzer (Agilent Technologies Brasil Ltda, São Paulo, SP, Brazil). RNA integrity numbers (RIN) of individual samples ranged from 7 to 8.

The synthesis of deoxyribonucleic acid (cDNA) was performed by reverse transcription using the High Capacity cDNA Reverse Transcription Kit (Life Technologies, Frederick, Maryland, USA) according to manufacturer’s instructions.

#### RNA-Seq and Analysis

For the transcriptome analyses of expression patterns in P and NP animals, cDNA was generated using a routine RNA library preparation TruSeq protocol developed by Illumina Technologies (San Diego, CA) using 1 μg of total RNA as input. Using the kit, mRNA was first isolated from total RNA by performing a polyA selection step, followed by construction of paired-end sequencing libraries with an insert size of about 300 bp. Briefly, polyA selected RNA was cleaved as per Illumina protocol and the cleaved fragments were used to generate first strand cDNA using SuperScript II reverse transcriptase and random hexamers. Subsequently second strand cDNA was synthesized with RNaseH and DNA polymerase enzyme. Adapter ligation and end repair steps followed second strand synthesis. Resulting products were amplified via PCR and cDNA libraries were then purified and validated using the Bioanalyzer 2100 (Agilent Technologies). Paired-end sequencing was performed using the Illumina HiScanSQ platform. Samples were multiplexed with unique six-mer barcodes and run on multiple lanes to obtain 2 x 100 bp reads.

The paired end (PE) reads were filtered using the Seqyclean v1.4.13 package (https://bitbucket.org/izhbannikov/seqyclean) which removed all reads with a mean quality under 26 and removed the primer and vector contaminants using the UniVec database (http://www.ncbi.nlm.nih.gov/tools/vecscreen/univec/). The reads were mapped using the local alignment with Bowtie2 v2.1.0 [24] against the masked *Bos taurus* genome masked assembly (*Bos taurus* UMD3.1) and read counts were obtained using HTSeq-count v0.5.4p2 (http://www-huber.embl.de/users/anders/HTSeq/doc/count.html). From the six biopsies collected in the NP cows and used for RNA-Seq, one sample did not correctly align with the bovine genome and was consequently omitted from the analysis.

The differential expression analysis of the RNA-Seq data was performed with package DESEq2 v1.12.1 [25], from R [26]. The normalized counts were then obtained for each annotated gene. After normalization, the log2 fold change was obtained through a general linear model approach, the significance test was followed by the FDR-Benjamini-Hochberg [27] correction for multiple tests. Genes with the normalized readcounts <5 across all samples were filtered out from the analysis. The enrichment analyses of different functional databases was done using the functional annotation tool of the Database for Annotation, Visualization, and Integrated Discovery (DAVID Bioinformatics Resources 6.7, NIAID/NIH) using as background the genes used on the differential expression analysis [28]. The total list of genes derived from P and NP endometrium was subjected to gene ontology annotation. From the total list, genes involved in different cellular and molecular processes could be identified.

### Quantitative Real-time Polymerase Chain Reaction

Nine of the differentially regulated genes as well as exhibiting the highest fold changes, were selected from the RNA-Seq results for qRT-PCR analysis. Primers for each selected gene were designed using PrimerQuestQM tools (IDT; http://idtdna.com/Scitools/Applications/Primerquest). Amplicon sequence identity was confirmed with NCBI Basic Local Alignment Search Tool software (Blast http://blast.ncbi.nlm.nih.gov/Blast.cgi). Quantitative Real-Time PCR was performed using the StepOnePlus Applied Biosystem Real-Time PCR System and amplification was conducted in triplicate. Reactions were performed in a final volume of 20μL using 10.0 μL of Power SYBR Green PCR Master Mix (Warrington, UK), 10 μM of each primer (forward and reverse), and 4 μL of cDNA (diluted 1:40). Temperature profiles comprised an initial denaturation step at 95°C for 10 min, and 40 cycles with denaturation at 95°C for 15 sec and annealing at 60°C for 1 min. Cyclophilin was used as the normalizing reference gene. Relative expression levels of the selected target genes were calculated with the LinRegPCR software method. The cycle threshold (Ct) values determined for the target genes were normalized against the reference gene. PCR product identity was confirmed by sequencing. Primers designed for these genes are in Table 1.

**Table 1:** List of primers used to validate RNA-Seq results.

Gene	Forward	Reverse
*ADAM12*	CTCCATAAGTCAGGACCCATTC	CGGTGGTTCCTTGGAAATAAAC
*ICAM1*	AGACCCTGAAGTGCGAGGCT	TATTCTGGCCGTGGAGCACGTT
*FRAS1*	AGGAACTACTGGGAGATCAG	GGCTGAGCTGGAAGAATAAA
*DIO2*	CATCGTGCAGAGACAGAAA	AACCAGCTAACCAGCTAATC
*PNMT*	ATGTCAAGGGCATCTTCTTC	CTCAGACAACAGGGAGTCTA
*PTGES*	GCTGCGGAAGAAGGCTTTTGCC	GGGCTCTGAGGCAGCGTTCC
*CYP2U1*	TGTCACTGCACCCCAACATT	CCCGCTTCCCTGTTTTCTCT
*RIMKLA*	CAGCTCTGGTTCCTGACAGA	GAAAGTGGTGAGCGCCTTCT
*SERPINA11*	GGACCTTGCTAGGATGGGG	TGATTTTCTGGTAGGCGGGG

Statistical analyses of qRT-PCR data were performed using Student's paired t-test.

## Results

### Animals

A total of 51 cows were synchronized and 36 displayed estrus, ovulated and hence, received AI. Progesterone concentrations on day 6 post-AI varied between 2.2 and 9.9 ng/ml, and cows within the 4.3 to 5.8 ng/mL range were selected for RNA sequencing P (n = 6) and NP (n = 5).

### RNA-Seq analyses

RNA-Seq analysis was performed in six cows per group, but one cow in the NP group was omitted due to sequencing issues. It resulted in 334,065,816 millions of total paired-end reads and 272,685,768 million filtered reads. 

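The comparison was made on endometrial biopsies collected on day 6 after AI from 6 cows diagnosed as pregnant on day 30 (P) and 5 cows diagnosed as non-pregnant (NP). The authors deposited 1 table that lists each gene by its Ensembl identifier, with a normalized count for each cow. They mapped the filtered paired-end reads with Bowtie2, counted reads per gene with HTSeq-count and divided the counts by a size factor per cow. The paper's text does not state whether the strand was used in counting, so the counts of overlapping genes and of genes with near-identical copies are uncertain. Within a cow, every value was a whole multiple of what 1 read was worth, from 0.784 to 1.14 normalized counts, and the reads on genes could be recovered for 100% of the values. Between 9290949 and 13508711 reads were counted on genes in the P cows (median 11559415) and between 9783673 and 13569085 in the NP cows (median 10851407). Mean reads did not differ between the groups by more than the spread among cows (two-sided exact permutation test over all splits of the 11 cows into 6 and 5, p = 0.662). The normalized counts were taken to the log2(normalized count + 1) scale and compared between the groups with limma, which fits a linear model to each gene and shares the estimate of the spread across genes, followed by the Benjamini-Hochberg adjustment. Log2 fold changes are NP over P, as in the paper. Cow P617 was taken as a P cow, as in Fig 1, although S1 Materials names it as an NP cow.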

The reads were mapped to the *Bos taurus* UMD3.1 genome and, following the filtering, 14,654 genes were effectively analyzed for differential expression between groups. 

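In the deposited table, 18919 genes had at least 1 read in at least 1 cow. The 15081 genes with a mean normalized count of at least 5 over the 11 cows were tested for differential expression. The mean was used for this filter because the lowest mean among the genes of the paper's S1 Dataset is 5.03. Pearson's correlation between cows, computed across these genes on the log2 scale, ranged from 0.796 to 0.967. Genes are not independent replicates, and these correlations describe the libraries only.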

All reads sequences were deposited in the Sequence Read Archive (SRA) of the NCBI (http://www.ncbi.nlm.nih.gov/sra/; accession numbers in S1 Dataset.). An overview of the gene expression data has been deposited in NCBI’s Gene Expression Omnibus (GEO) and is accessible through GEO Series accession number GSE65117 (S1 Materials.). 

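With limma, 0 of the 15081 genes tested had an adjusted p-value under 0.1, and the smallest adjusted p-value was 0.147, for ICAM1. An unadjusted p-value under 0.05 was found for 1182 genes, which is 7.84% of the genes tested. The choice of test moved the number of calls. DESeq2, the package named in the paper's methods, was run on the recovered reads of the same genes and called 201 genes without a prior on the fold change and 188 genes with a normal prior. Of these, 190 and 182 genes, respectively, are in the paper's S1 Dataset. The quasi-likelihood test of edgeR and limma-voom on the same reads each called 0 genes, with 1151 and 1173 genes at an unadjusted p-value under 0.05. All 216 genes of S1 Dataset changed in the paper's direction under limma, with unadjusted p-values up to 0.0326 and adjusted p-values from 0.147 to 0.572. Adjusted over the list of 216 genes alone, 216 genes passed the threshold of 0.1, but the list had been chosen on these same values. In 108 of the 216 genes, every cow of one group lay above every cow of the other. The groups did not overlap in 165 of all genes tested (1.09%), where chance gives 0.43% on average. The number was not counted in other splits of the cows, so whether it exceeds chance is open. Of 100 splits, the real one included, 14 had at least 1182 genes at an unadjusted p-value under 0.05 in limma. When each cow was left out in turn, limma called 171 genes without cow P904 and 0 genes in each of the other fits.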

Transcriptome data showed that 216 genes are differently expressed when comparing NP versus P uterine tissue (*P*adj<0.1). 

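The genes with an unadjusted p-value under 0.05 in limma divided into 828 with higher expression in NP cows and 354 with higher expression in P cows, so that 70.1% were higher in NP cows. Over all genes tested, the median log2 fold change was 0.0018 and 50.2% of the genes had a log2 fold change above 0. The calls of DESeq2 without a prior divided into 170 genes higher in NP cows and 31 genes higher in P cows. Among the genes in which the groups did not overlap, 129 were higher in NP cows and 36 were higher in P cows.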

More specifically, 36 genes showed a significantly up-regulated expression for P cows and 180 were up-regulated for NP cows. 

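The 20 genes that the paper lists in Table 2 were all higher in NP cows, with log2 fold changes from 1.44 for MSC to 3.00 for ULBP3. Their adjusted p-values in limma ranged from 0.216 to 0.434. The groups did not overlap in 14 of these genes, and 18 of them were called by DESeq2 without a prior. ULBP3 (ENSBTAG00000026437), a member of a multigene family whose reads the counting could have split between copies, had 33.4 ± 11.5 normalized counts (SD, n = 5) in NP cows and 5.31 ± 7.37 (SD, n = 6) in P cows. MSC, in which cow P617 and cow NP2541 lay below the other cows of their groups, had 40.4 ± 11.0 normalized counts (SD, n = 5) in NP cows and 14.6 ± 5.24 (SD, n = 6) in P cows. The 20 genes of Table 3 were all higher in P cows, with adjusted p-values in limma from 0.259 to 0.572 and, apart from RGS17, log2 fold changes from -2.35 for MASP1 to -0.49 for DYNLT1. Here the groups did not overlap in 8 genes, and 14 genes were called by DESeq2 without a prior. RGS17 (ENSBTAG00000009277) had at most 2 reads in every NP cow and 9.66 ± 9.58 normalized counts (SD, n = 6) in P cows, at least 3.22-fold higher than a floor of 3 counts. This bound rests largely on cow P617, at 28.2 normalized counts, against 1.75 to 10.1 in the other P cows. Every gene of both tables kept its direction when each cow was left out in turn. The log2 fold changes in these fits ranged from 1.22 to 3.48 for Table 2 and from -2.74 to -0.42 for Table 3.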

In Tables 2 and 3, a list is provided with the top-annotated 20 genes (based on Log2Fold-Change) with up-regulated expression in uterine biopsies from P cows and NP cows. All differentially expressed genes are presented on S2 Dataset.). 

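The cows were clustered on the 50 genes with the smallest p-values in limma, of which 48 are in S1 Dataset and 48 were higher in NP cows. With average linkage on 1 - Pearson correlation of the standardized log2 values, the first branches were the 5 NP cows and the 6 P cows, and complete linkage on Euclidean distance gave the same groups. These 50 genes were chosen by the comparison of the groups. On the 500 genes with the largest variance, which were chosen without the groups, average linkage placed cows P617, P1541 and NP638 on one branch and the other cows on the other. Complete linkage on the same 500 genes placed cow P617 alone on the first branch. On all 15081 genes tested, cows P617 and P1541 formed the smaller branch. The first principal component held 46.6% of the variance, with cow P617 at -166 and cow P1541 at -59.2, and the rest of the cows between -8.58 and 43.3.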

Fig 1 shows the global gene expression profiles among all samples using a heatmap along with an unsupervised linkage hierarchical clustering using the 50 differentially expressed genes (with the lowest p adjusted values) segregating endometrial samples from both groups.

**Fig 1:**
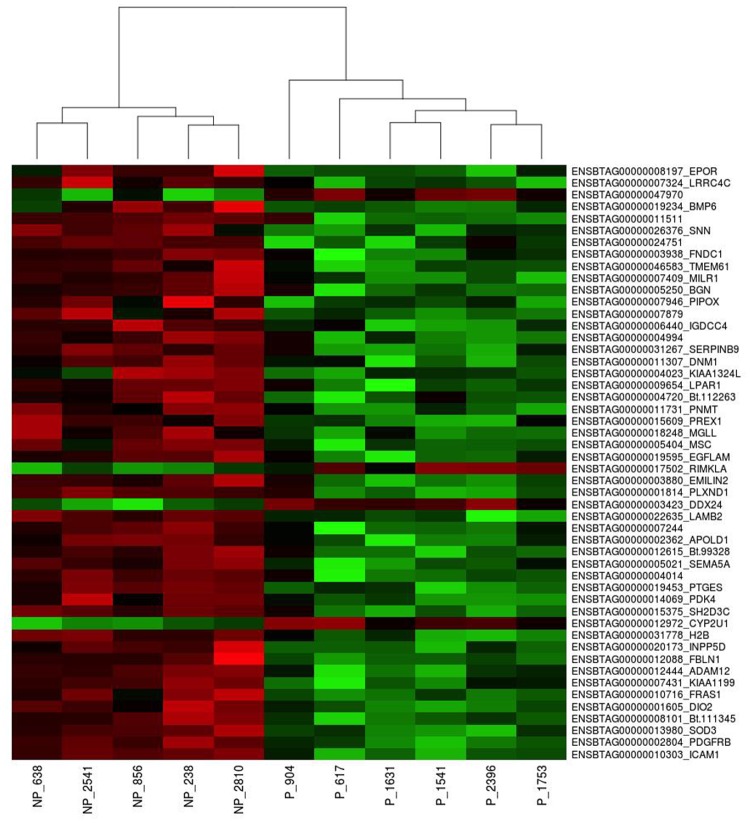
Pregnant and non-pregnant uterine differential gene expression. Heatmap and hierarchical clustering of all 11 samples based on the most differentially expressed genes (Padjusted).

**Table 2:** List displaying the 20 top-annotated genes (based on Log2Fold-Change) with up-regulated expression in uterine biopsies from non-pregnant cows *Padj*≤0.1.

	Gene Name	Symbol	*Padj*	Log2Fold-Change
1	**Fraser syndrome 1**	*FRAS1*	0.0001	1.7644
2	**Deiodinase, Iodothyronine, type II**	*DIO2*	0.0001	1.7344
3	**ADAM metallopeptidase domain 12**	*ADAM12*	0.0004	1.5344
4	**KIAA1324-like ortholog**	*KIAA1324L*	0.0096	1.4320
5	**Leucine Rich Repeat Containing 4C**	*LRRC4C*	0.0140	1.4019
6	**Transmembrane Protein 61**	*TMEM61*	0.0115	1.3626
7	**Adenylate Kinase 5**	*AK5*	0.0266	1.3616
8	**Pipecolic Acid Oxidase**	*PIPOX*	0.0108	1.3346
9	**KIAA1199 Ortholog**	*KIAA1199*	0.0004	1.3307
10	**UL16 Binding Protein 3**	*ULBP3*	0.0357	1.3268
11	**apolipoprotein L domain containing 1**	*APOLD1*	0.0019	1.2902
12	**phenylethanolamine N-methyltransferase**	*PNMT*	0.0071	1.2735
13	**Gprotein-coupled receptor 65**	*GPR65*	0.0383	1.2555
14	**NK6 Homeobox 1**	*NKX6-1*	0.0554	1.2445
15	**Odd-skipped related 1**	*OSR1*	0.0242	1.2203
16	**Mast Cell immunoglobulin-like receptor 1**	*MILR1*	0.0109	1.2038
17	**Musculin**	*MSC*	0.0060	1.2024
18	**Collagen, Type VII, Alpha 1**	*COL7A1*	0.0637	1.1958
19	**Solute Carrier Family 30**	*SLC30A2*	0.0800	1.1879
20	**Synaptotagmin I**	*SYT1*	0.0809	1.1790

**Table 3:** List displaying the 20 top-annotated genes (based on Log2Fold-Change) with up-regulated expression in uterine biopsies from pregnant cows *Padj* ≤0.1.

	Gene Name	GeneSymbol	*Padj*	Log2Fold-Change
1	**Ribosomal Modification protein rimK-like family member A**	*RIMKLA*	0.0048	-1.3978
2	**serpin peptidase inhibitor, clade A member 11**	*SERPINA11*	0.0142	-1.3242
3	**mannan-binding lectin serine peptidase 1**	*MASP1*	0.0500	-1.2715
4	**DEAD (Asp-Glu-Ala-Asp) box polypeptide 25**	*DDX25*	0.0742	-1.2070
5	**UDP glucuronosyltransferase 2 family, polypeptide A3**	*UGT2A3*	0.0583	-1.1981
6	**TRAPPIN-4**	*BTRAPPIN-4*	0.0983	-1.1394
7	**Regulator of G-protein Signaling 17**	*RGS17*	0.0926	-1.1355
8	**transmembrane protein 213**	*TMEM213*	0.0926	-1.1294
9	**mesothelin**	*MSLN*	0.0809	-1.0832
10	**cytochrome P450, family 2, subfamily A, polypeptide 13-like**	*CYP2A13*	0.1077	-0.9746
11	**growth factor receptor-bound protein 14**	*GRB14*	0.0487	-0.9473
12	**X-linked Kx blood group**	*XK*	0.0961	-0.7959
13	**cellular retinoic acid binding protein 1**	*CRABP1*	0.0550	-0.7955
14	**ring finger protein 219**	*RNF219*	*0*.*1031*	-0.6704
15	**7-dehydrocholesterol reductase**	*DHCR7*	0.1031	-0.5550
16	**alkB, alkylation repair homolog 3**	*ALKBH3*	0.0877	-0.5452
17	**cytochrome P450, family 2, subfamily U, polypeptide 1**	*CYP2U1*	0.0007	-0.5133
18	**ATPase, Na+/K+ transporting, alpha 1 polypeptide**	*ATP1A1*	0.0428	-0.5038
19	**ubiquitin-conjugating enzyme E2N**	*UBE2N*	0.0134	-0.4785
20	**dynein, light chain, Tctex-type 1**	*DYNLT1*	0.0418	-0.4779

### Functional enrichment analysis and pathway analysis

In order to gain more insight into key processes that may possibly explain functional differences between the P and NP uteri, functional annotation analyses were carried out on enriched genes identified in each group using DAVID Bioinformatics Resources 6.7 [http://david.abcc.ncifcrf.gov/home.jsp]. Functional annotation clustering revealed 5 clusters in the P group with highest enrichment score of 1.53 and pathways such as microsome, vesicular, membrane, insoluble and cell fraction (*CYP2U1*, *Grb14*, *ATP1A1*). 

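CYP2U1 (ENSBTAG00000012972) had 418 ± 43.2 normalized counts (SD, n = 6) in P cows and 291 ± 23.1 (SD, n = 5) in NP cows. Its log2 fold change was -0.52 (standard error 0.109, adjusted p = 0.259 in limma), and every P cow lay above every NP cow (two-sided exact permutation test, p = 0.00216, the smallest that 6 cows against 5 allow). The adjusted p-value of DESeq2 without a prior was 9.63e-04. GRB14 (ENSBTAG00000019291) had 466 ± 216 normalized counts (SD, n = 6) in P cows and 212 ± 61.2 (SD, n = 5) in NP cows, a log2 fold change of -1.08 (standard error 0.289, adjusted p = 0.323 in limma), also without overlap between the groups.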

ATP binding (*DDX25*, *ATP1A1*, *UBE2N*) and steroid biosynthetic process (*DHCR7*, *MVD*) were significantly enriched (Fig 2). 

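DDX25 (ENSBTAG00000004266) had low counts, 19.5 ± 21.7 normalized counts (SD, n = 6) in P cows and 3.04 ± 2.00 (SD, n = 5) in NP cows, and the spread among P cows was as large as their mean. Its log2 fold change was -1.97 (standard error 0.617, adjusted p = 0.413 in limma). UBE2N (ENSBTAG00000021767), whose count is uncertain if the genome holds near-identical copies, had 1918 ± 338 normalized counts (SD, n = 6) in P cows and 1355 ± 222 (SD, n = 5) in NP cows, a log2 fold change of -0.50 (adjusted p = 0.364 in limma). It was not called by DESeq2 without a prior (adjusted p = 0.108). DHCR7 (ENSBTAG00000016465), the enzyme of the last step of cholesterol synthesis, had 646 ± 131 normalized counts (SD, n = 6) in P cows and 430 ± 67.4 (SD, n = 5) in NP cows, with cow P617 highest at 895. Its groups did not overlap, with a log2 fold change of -0.58 (standard error 0.156, adjusted p = 0.323 in limma). MVD (ENSBTAG00000012059), an enzyme of the mevalonate pathway, had 815 ± 75.8 normalized counts (SD, n = 6) in P cows and 632 ± 69.8 (SD, n = 5) in NP cows, a log2 fold change of -0.37 (adjusted p = 0.364 in limma) without overlap.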

The analysis revealed that the overall genomic expression profiles was substantially increased for the Gene Ontology (GO) terms and KEGG pathways (*P*<0.05 after Benjamini correction) involved in a wide range of biological processes, cellular component and molecular function for the NP in comparison to the P group as shown (Fig 3). Functional annotation clustering for the NP group revealed 31 clusters with highest enrichment score of 7.2. 

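A list of 77 extracellular matrix genes, made up of collagens, laminins, proteoglycans, matrix proteases and their inhibitors and the like, was drawn up from general knowledge and not from these data. Of these, 66 genes were found among the genes tested. Their mean log2(normalized count + 1) per cow was 10.95 ± 0.42 (SD, n = 6) in P cows and 11.40 ± 0.13 (SD, n = 5) in NP cows. The difference of 0.46 had a p-value of 0.0433 in a two-sided exact permutation test and of 0.130 after the Benjamini-Hochberg adjustment over the 9 gene set and marker scores compared. Of the 66 genes, 57 were higher in NP cows, and the 26 genes with an unadjusted p-value under 0.05 in limma were all higher in NP cows. With the adjustment made over the 66 genes alone, 24 genes had an adjusted p-value under 0.1. The list holds 12 genes of S1 Dataset, which had been called on the same comparison in these cows, so that leaving them out lowers the difference. Without them it was 0.31 (two-sided exact permutation test, p = 0.229). With the adjustment made over the 54 genes left, 0 had an adjusted p-value under 0.1 in limma. After adjusting for the score of 22 epithelial marker genes, which was 9.35 ± 1.33 (SD, n = 6) in P cows and 9.63 ± 0.21 (SD, n = 5) in NP cows, the difference over the 66 genes was 0.52 (exact permutation test, p = 0.00866).

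**Figure D1:**
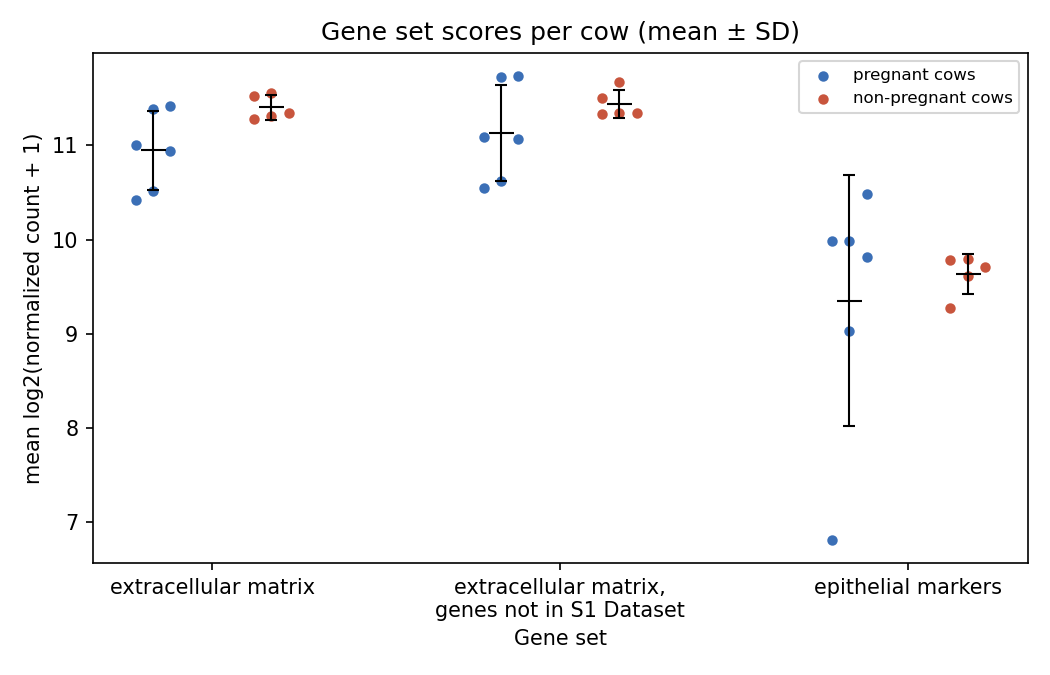
Mean log2(normalized count + 1) of the extracellular matrix genes, of those not in S1 Dataset and of the epithelial markers (vertical axis) for each P cow (blue, n = 6) and NP cow (red, n = 5), with the mean and SD of each group in black. The NP cows lie between 11.28 and 11.55 for the extracellular matrix genes and the P cows between 10.42 and 11.42, and 1 P cow has an epithelial score of 6.81.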

The most significantly enriched pathways were responsible for endometrial morphological changes and pointed especially to pathways involved in the extracellular matrix region, matrix and remodeling. Genes included *ADAM12*, *ADAMTS1*, *TIMP3*, *BGN*, *EGFLAM*, *Angpt4*, *AGRN and BMP4*.

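ADAM12 (ENSBTAG00000012444), a metalloprotease, had 704 ± 187 normalized counts (SD, n = 5) in NP cows and 183 ± 92.7 (SD, n = 6) in P cows. Its log2 fold change was 2.08 (standard error 0.368, adjusted p = 0.216 in limma) and every NP cow lay above every P cow. BGN (ENSBTAG00000005250), which encodes the proteoglycan biglycan, had 2157 ± 539 normalized counts (SD, n = 5) in NP cows and 1029 ± 349 (SD, n = 6) in P cows, a log2 fold change of 1.10 (standard error 0.229, adjusted p = 0.259 in limma) without overlap. EGFLAM, also without overlap, had a log2 fold change of 1.30. The groups overlapped for the other genes. The log2 fold changes were 1.53 for ANGPT4, 1.00 for BMP4, 0.87 for ADAMTS1, 0.55 for AGRN and 0.51 for TIMP3, which at 8889 ± 1537 normalized counts in NP cows (SD, n = 5) had the highest expression of these genes. BMP4 was not called by DESeq2 without a prior (adjusted p = 0.105), and the other genes were.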

**Fig 2:**
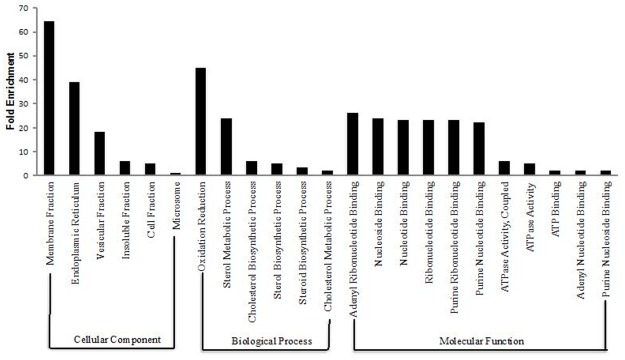
GO analysis and enrichment. Enriched categories for cellular component, molecular function, and biological process for the pregnant group.

**Fig 3:**
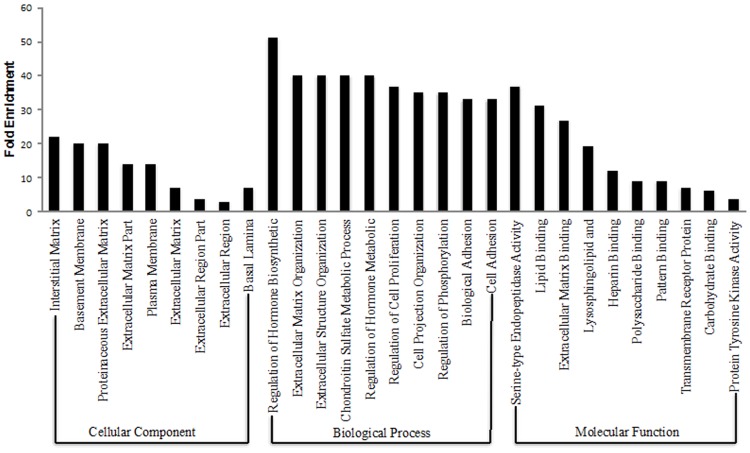
GO analysis and enrichment. Enriched categories for cellular component, molecular function, and biological process for the non-pregnant group.

### qRT-PCR Validation

The transcript levels of nine genes were re-evaluated using quantitative real-time PCR (qRT-PCR). RNA from the same animals assigned to the RNA-Seq analysis (P, n = 6; NP, n = 6) were used for the qRT-PCR validation experiment. Moreover, transcript levels from uterine biopsies of 15 additional animals (P, n = 5; NP, n = 10), of different biological origin but from the same experiment as the samples evaluated with the RNA-Seq procedures, were quantified. Overall, there was an agreement for the results obtained from RNA-Seq and qRT-PCR (Table 4).

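On the RNA-Seq side of this comparison, ICAM1 (ENSBTAG00000010303) had the smallest p-value of all genes tested, with 344 ± 32.3 normalized counts (SD, n = 5) in NP cows and 153 ± 33.4 (SD, n = 6) in P cows and a log2 fold change of 1.19 (standard error 0.166). FRAS1 (ENSBTAG00000010716) had 30.7 ± 13.6 normalized counts (SD, n = 5) in NP cows and 5.79 ± 2.07 (SD, n = 6) in P cows, a log2 fold change of 2.15 (standard error 0.386). DIO2 (ENSBTAG00000001605) had 44.0 ± 17.5 normalized counts (SD, n = 5) in NP cows and 8.87 ± 4.56 (SD, n = 6) in P cows, a log2 fold change of 2.23 (standard error 0.403). PNMT and PTGES were also low in number, with 49.0 ± 15.6 and 39.6 ± 5.64 normalized counts in NP cows (SD, n = 5) and 15.9 ± 7.97 and 17.2 ± 4.53 in P cows (SD, n = 6), and log2 fold changes of 1.62 and 1.19. RIMKLA (ENSBTAG00000017502) was higher in P cows, with 22.6 ± 8.13 normalized counts (SD, n = 6) against 6.04 ± 2.71 in NP cows (SD, n = 5), a log2 fold change of -1.75 (standard error 0.389). In each of the genes of Table 4 the groups did not overlap. When each cow was left out in turn, the log2 fold change of FRAS1 stayed between 1.97 and 2.39 and that of ICAM1 between 1.11 and 1.27. The paper's qRT-PCR measurements were not analysed here.

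**Figure D2:**
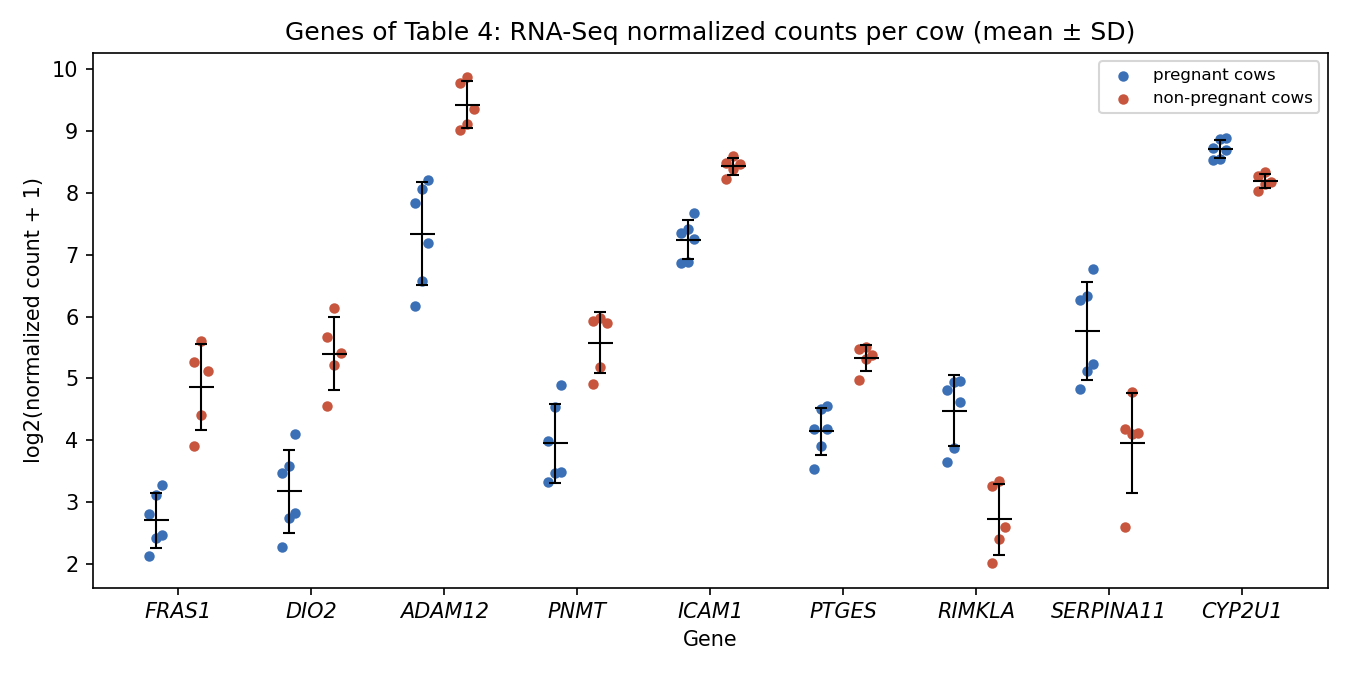
RNA-Seq log2(normalized count + 1) (vertical axis) of the genes of Table 4 in each P cow (blue, n = 6) and NP cow (red, n = 5), with the mean and SD of each group in black. For ICAM1 the NP cows lie between 296 and 383 normalized counts and the P cows between 115 and 203.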

**Table 4:** Validation of RNA-Seq gene expression data by qRT-PCR.

Gene Symbol	RNA-Seq (n = 11^a^)			qPCR (n = 11^a^)			qPCR (n = 15^b^)		
	Fold Change	log2 Fold Change	*P* value	Fold Change	log2 Fold Change	*P* value	Fold Change	log2 Fold Change	*P* value
***FRAS1***	3.40	1.76	0.0001	2.04	1.02	0.056	2.92	1.54	0.015
***DIO2***	3.33	1.73	0.0001	3.51	1.81	0.0002	3.64	1.86	0.009
***ADAM12***	2.90	1.53	0.0004	3.2	1.67	0.004	2.12	1.08	0.001
***PNMT***	2.4	1.27	0.0071	2.38	1.25	0.01	3.2	1.67	0.05
***ICAM1***	2.15	1.10	0.00000	2.6	1.37	0.0002	2	1	0.004
***PTGES***	2.13	1.09	0.0008	2.09	1.06	0.03	2.6	1.37	0.01
***RIMKLA***	0.38	-1.39	0.0048	0.38	-1.40	0.004	0.73	-0.45	0.002
***SERPINA11***	0.40	-1.32	0.0142	0.29	-1.79	0.0008	0.25	-2	0.002
***CYP2U1***	0.70	-0.51	0.0007	0.31	-1.69	0.001	0.35	-1.51	0.002

^a^ uterine biopsies of the same origin.

^b^ indicates biologically different uterine biopsies.

Fold changes, log2 Fold Changes and *p* values of gene expression in non-pregnant versus pregnant uterine biopsies are presented.

## Discussion

The endometrium plays a central role among the reproductive tissues in the context of early embryo-maternal communication and a successful pregnancy depends on a complex series of endometrial molecular and cellular events. The factors responsible for the initial interaction between maternal and embryonic tissues, leading to the establishment of pregnancy, remain poorly understood. Published studies that thrived or attempted to define uterine markers for pregnancy, selected the markers based on endometrial tissue collected during a NP cycle, in order to not interfere with ongoing pregnancy [18, 10]. In the present study, we thrived to provide, for the first time, information on the day 6 endometrial transcriptome signature from uterine biopsies that were collected in the same cycle of the AI. This means that, data on pregnancy outcome were retrospectively linked with endometrial characteristics. Samples were collected from contralateral uterine horn in relation to the pregnancy without a negative effect on pregnancy outcome as previously reported [22].

Using RNA sequencing methods, 14.654 reference genes were effectively analyzed for differential expression between P and NP uterine tissue. Transcriptome data revealed that 216 genes were differently expressed when comparing uterine tissue from P and NP cows. Interestingly, only 36 of the differently expressed genes displayed an up-regulated expression in the P uterine tissue, whereas up to 180 genes displayed a down-regulated expression. This might indicate that a favorable uterine environment for maintenance of pregnancy might require a “quiet” state. This can be highly relevant to consider as previous work from Baumann [29] reported that pre-implantation embryo survival is best served by a relatively low level of metabolism; a situation achieved by reducing the concentrations of nutrients in its environment and encouraging the use endogenous resources. 

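The share of genes higher in NP cows among those with an unadjusted p-value under 0.05 in limma ranged from 59.9% to 78.4% across the fits that each left out one cow. With TMM and upper-quartile normalization in place of the authors' size factors it was 73.7% and 75.5%. With other tests on the recovered reads this share was 57.8% with DESeq2 without a prior and 58.6% with a prior. It was 62% with edgeR on DESeq2's size factors and 77.2% with limma-voom. These shares are at an unadjusted p-value under 0.05. Among the 201 genes that DESeq2 without a prior called at an adjusted p-value under 0.1, 84.6% were higher in NP cows. In the paper's list, at the same threshold, 83.3% were. The number of genes with at least 1 read was 16592 ± 246 (SD, n = 6) in P cows and 16763 ± 178 (SD, n = 5) in NP cows, a difference within the spread among cows (two-sided exact permutation test, p = 0.253).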

Interestingly, Salilew-Wondim et al. (2010) previously investigated whether pre-transfer endometrial and embryo gene expression patterns have a direct relation with upcoming pregnancy success. A global endometrial transcriptome analysis was performed using endometrial and embryo biopsy technology; endometrial samples were collected from Simmental heifers at day 7 and 14 of the estrous cycle prior to embryo transfer. The results revealed that at day 7 of the estrous cycle, the endometrial gene expression pattern of heifers whose pregnancy resulted in calf delivery was significantly different than those resulting in no pregnancy. The fact that our RNAseq results point to similar findings, but now in endometrial biopsies of the same cycle of the pregnancy, highlights the potential of screening endometrial gene expression profiles around the moment of embryo arrival in the uterus as tool to predict pregnancy chances.

However, bioanalyses of the transcriptome data reveals that main pathways being over-expressed in pregnancy are related to intracellular trafficking and steroid biosynthetic activities. 

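For steroid biosynthesis, a list of 22 genes of the sterol synthesis pathway drawn up from general knowledge was compared, of which 21 were found among the genes tested. Their mean log2(normalized count + 1) was 10.32 ± 0.23 (SD, n = 6) in P cows and 9.95 ± 0.20 (SD, n = 5) in NP cows. The difference of -0.37 had a p-value of 0.0130 in a two-sided exact permutation test and of 0.0682 after adjustment over the 9 scores. Of the 21 genes, 19 were higher in P cows and 5 had an unadjusted p-value under 0.05 in limma, 2 of the 21 being in S1 Dataset. With the median over the genes in place of the mean, the difference was -0.41 (exact permutation test, p = 0.204).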

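The deposited table gives the symbol CYP2A13 to gene ENSBTAG00000047815, which belongs to a family of cytochrome P450 genes with close copies, so its count is uncertain. It had 108 ± 34.3 normalized counts (SD, n = 6) in P cows and 43.8 ± 25.3 (SD, n = 5) in NP cows. The log2 fold change was -1.45 (standard error 0.423, adjusted p = 0.364 in limma), the groups overlapped, and DESeq2 without a prior gave an adjusted p-value of 0.118.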

Genes encoding enzymes involved in steroid biosynthesis, such as *CYP450* and *DHCR7*, belong to the top-20 list with up-regulated genes in the uterus of P cows. Therefore, one could assume that such up-regulated expression of lipogenesis genes, which might result in increased endometrial anabolic activities, are needed contributions to the histotroph composition towards the young and developing pre-implantation embryo [19]. The latter anabolic tasks requires a certain level of differentiation at the molecular level, which might be corroborated by the up-regulated expression of the *SERPINA11*, which is included in the top-20 list of up-regulated genes in the P cows. 

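SERPINA11 (ENSBTAG00000038361) had 60.2 ± 32.3 normalized counts (SD, n = 6) in P cows and 16.3 ± 7.61 (SD, n = 5) in NP cows, a log2 fold change of -1.80 (standard error 0.467, adjusted p = 0.320 in limma). The lowest P cow had 27.4 normalized counts and the highest NP cow 26.5. DESeq2 without a prior gave an adjusted p-value of 0.0197.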

Serpins exert supportive functions towards the achievement of a well-prepared uterine environment for passing gametes, especially sperm [30].

The pathway regulating cell proliferation is one of the main down-regulated pathways in the day 6 endometrial tissue favoring pregnancy. 

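A list of 30 cell cycle genes drawn up from general knowledge was compared between the groups, of which 28 were found among the genes tested. Their mean log2(normalized count + 1) was 6.91 ± 0.90 (SD, n = 6) in P cows and 7.17 ± 0.56 (SD, n = 5) in NP cows. The difference of 0.26 was within the spread among cows (two-sided exact permutation test, p = 0.593). Of the 28 genes, 19 were higher in NP cows and 9 in P cows, 0 had an unadjusted p-value under 0.05 in limma, and 0 are in S1 Dataset. With cow P617 left out, the difference was -0.001. The list is of cell cycle genes and is not the paper's pathway regulating cell proliferation. The comparison therefore does not decide the paper's statement on that pathway.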

The top-20 list, compiling the genes with down-regulated expression in the P uterus, contains several genes involved in cell proliferation functions such as *KIAA1324L* and *KIAA1199*. 

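KIAA1199 (ENSBTAG00000007431) had 371 ± 78.4 normalized counts (SD, n = 5) in NP cows and 126 ± 51.0 (SD, n = 6) in P cows, a log2 fold change of 1.64 (standard error 0.292, adjusted p = 0.216 in limma), and every NP cow lay above every P cow. KIAA1324L (ENSBTAG00000004023) had 214 ± 136 normalized counts (SD, n = 5) in NP cows and 49.3 ± 18.5 (SD, n = 6) in P cows, a log2 fold change of 1.84 (standard error 0.524, adjusted p = 0.361 in limma). Its lowest NP cow, at 50.2 normalized counts, lay below the highest P cow, at 68.5.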

In line with this, [31] recently suggested that a receptive endometrium should display characteristics of a tissue that surpassed the proliferative status, in order to provide a more mature, differentiated micro-environment towards the embryo. Proliferating activities could jeopardize the crucial first maternal recognition events in the uterus and thereby disrupt the maternal-embryonic cross-talk, a prerequisite to safeguard subsequent pregnancy as been shown in murine and human studies [32].

Other important pathways in day 6 P versus NP uterine tissue were related to extracellular matrix (ECM) remodeling and cell adhesion processes. Indeed, *COL7A1* and *ADAM12*, which are genes associated with extracellular matrix formation, belong to the top-20 list of genes with down-regulated expression in the P uterus. 

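COL7A1 (ENSBTAG00000019081) had 1868 ± 663 normalized counts (SD, n = 5) in NP cows, between 1049 and 2599, and 492 ± 440 (SD, n = 6) in P cows, between 96.0 and 1271. Its log2 fold change was 2.33 (standard error 0.572, adjusted p = 0.264 in limma; DESeq2 without a prior, adjusted p = 0.0592). When each cow was left out in turn, the log2 fold change stayed between 1.96 and 2.71.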

Previous murine, human and ovine reports [33–35] already documented on the importance of the latter pathway: maternal-embryonic adhesion involves a complex sequence of signaling events, consisting in the acquisition of adhesion ligands together with the loss of inhibitory components, which are crucial to the establishment of pregnancy. It is likely that each of these, when appropriately expressed or inhibited, contributes to endometrial receptivity or non-receptivity to an implanting conceptus [36, 37]. Excessive amounts of ECM could possibly inhibit the initial embryonic contact with maternal endometrial tissue [38].

Several research groups helped to enlighten the endometrial characteristics that are favourable for pregnancy success [5, 20, 21, 39, 40]. Most available information, so far, is based on tissue collected at timings beyond the first maternal recognition events in cattle, such as day 16 [21] and day 17 of pregnancy [40]. This serves to understand the molecular basis triggering the process of implantation, though does not allow resulting information to be used as screening tool to select recipient cows.

Being primarily based on transcriptome information, the data described in the present study should be interpreted with caution. It is not clear whether all transcripts will be translated and/or even modified due to post-translational influences [41]. The importance of this consideration has been recently emphasized by Walker *et al*. [42]: DNA methylation is involved in early pregnancy events, which might point towards potential post-transcriptional alterations. However, the use of transcriptome platforms allows screening for potential markers that are determinant for the maternal receptive signature. Using a clustering approach in the present study, several specific candidate genes have been evaluated. Candidate genes were selected according to their ranking from the most significant differentially expressed genes. Although the genes of interest had not been previously described in relation to the bovine endometrium in earlier studies, their high levels of expression might be crucial for achieving a uterine receptive state. This highlights the need for additional research to implement this set of receptivity marker transcripts into a hands-on clinical tool that should select the optimal recipient cows for embryo transfer.

Finding markers for uterine receptivity is of cross-species interest. Despite increasing global experience with advanced reproductive technologies, the majority of human *in vitro* fertilization attempts remain unsuccessful, most likely on the basis of implantation failure [12, 43]. Pregnancy rates after human embryo transfer remain low and several researchers tempted to design tools to evaluate human receptivity markers [44].

In conclusion, this study offers a valuable basis for understanding genes with potential functional and clinical relevance in endometrial receptivity and results in a unique set of transcripts, expressed in the bovine uterus as early as 6 days after AI. The abundance of these gene transcripts can be indicative for a receptive state leading to pregnancy success. It is proposed that as regulation of these markers is elucidated, their expression may be manipulated to improve endometrial receptivity and fertility.

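Whether the abundance of transcripts in one cow told its group was examined by leaving out each cow, choosing the 50 genes with the smallest p-values in limma from the other cows, and assigning the cow left out to the group whose mean over these genes lay nearer. Of the 11 cows, 10 were assigned to their own group, with 10 and 200 genes as with 50 genes. Cow P904 was assigned to the NP group each time. The paper proposes that the endometrial expression profile around the arrival of the embryo could serve to predict pregnancy. It draws on genes that differed between cows grouped afterwards by their pregnancy diagnosis. For some of these genes it also reports qRT-PCR in the same cows and in further cows of the experiment, with changes in the same direction.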

## Supporting Information

S1 Dataset Lists displaying all genes with up-regulated expression in uterine biopsies from non-pregnant cows (Table A.) and from pregnant cows (Table B.) (*Padj*<0.1). (DOCX) Click here for additional data file.

S1 Materials Sequence Read Archive (SRA) accession numbers of the filtered reads resulting from the RNAseq. (DOCX) Click here for additional data file.

# Supplementary material for: The Transcriptome Signature of the Receptive Bovine Uterus Determined at Early Gestation
**Source:** PLoS One. 2015 Apr 7;10(4):e0122874. doi: 10.1371/journal.pone.0122874
**Supplement:** S1 Dataset

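S1 Dataset gives for each gene the mean normalized count over all cows (baseMean), the log2 fold change of NP over P cows, its standard error and the adjusted p-value, with the last pair of values joined in one cell. The mean over the 11 cows in the deposited table differed from the listed baseMean by at most 5e-05 for the 216 genes, 180 higher in NP cows and 36 higher in P cows. The deposited table gives no symbol for 16 of these genes.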

**S1 Dataset.** Lists displaying all genes with up-regulated expression in uterine biopsies from non-pregnant cows (Supporting Table 2A) and from pregnant cows (Supporting Table 2B) (Padj<0.1).

**Supporting Table A.** List displaying all genes with up-regulated expression in uterine biopsies from non-pregnant cows (*Padj*<0.1). **id: Ensembl number identification; lfcSE: log2foldchange standard error; padj: p-value adjusted after Benjamini-Hochberg correction for multiple tests.**

**Supporting Table B.** List displaying all genes with up-regulated expression in uterine biopsies from pregnant cows (*Padj*<0.1). **id: Ensembl number identification; lfcSE: log2foldchange standard error; padj: p-value adjusted after Benjamini-Hochberg correction for multiple tests.**

| id | Gene.Symbol | baseMean | log2FoldChange | lfcSEpadj |
| --- | --- | --- | --- | --- |
| ENSBTAG00000012972 | CYP2U1 | 360,2653 | -0,5133 | 0,10250,0007 |
| ENSBTAG00000003423 | DDX24 | 1529,2548 | -0,2689 | 0,05930,0038 |
| ENSBTAG00000017502 | RIMKLA | 15,0968 | -1,3978 | 0,31330,0048 |
| ENSBTAG00000047970 | NA | 231,0191 | -0,4945 | 0,12100,0134 |
| ENSBTAG00000038361 | SERPINA11 | 40,2644 | -1,3242 | 0,32770,0142 |
| ENSBTAG00000020174 | HBS1L | 1200,4947 | -0,2902 | 0,07400,0192 |
| ENSBTAG00000004472 | DYNLT1 | 826,6046 | -0,4779 | 0,13270,0418 |
| ENSBTAG00000001246 | ATP1A1 | 17790,9222 | -0,5038 | 0,14020,0428 |
| ENSBTAG00000019291 | GRB14 | 350,9180 | -0,9473 | 0,26720,0487 |
| ENSBTAG00000012467 | MASP1 | 52,6749 | -1,2715 | 0,36070,0500 |
| ENSBTAG00000012909 | CRABP1 | 371,8436 | -0,7955 | 0,22790,0550 |
| ENSBTAG00000019696 | RCE1 | 467,4498 | -0,2908 | 0,08390,0568 |
| ENSBTAG00000004040 | UGT2A3 | 11,9588 | -1,1981 | 0,34680,0583 |
| ENSBTAG00000012059 | MVD | 731,9768 | -0,3596 | 0,10440,0595 |
| ENSBTAG00000011319 | SLTM | 1697,1665 | -0,2703 | 0,07850,0595 |
| ENSBTAG00000001485 | PPIP5K2 | 1187,9679 | -0,3459 | 0,10060,0600 |
| ENSBTAG00000006646 | PRMT1 | 1867,7276 | -0,2780 | 0,08140,0637 |
| ENSBTAG00000016465 | DHCR7 | 548,1538 | -0,5550 | 0,16270,0639 |
| ENSBTAG00000006759 | SUCLA2 | 1235,2989 | -0,2498 | 0,07360,0670 |
| ENSBTAG00000018973 | COPS3 | 1272,5499 | -0,2329 | 0,06920,0718 |
| ENSBTAG00000004266 | DDX25 | 12,0194 | -1,2070 | 0,36070,0742 |
| ENSBTAG00000006168 | RBM45 | 624,7814 | -0,2673 | 0,08000,0742 |
| ENSBTAG00000009818 | LOC615933 | 56,0469 | -0,7319 | 0,22020,0773 |
| ENSBTAG00000008755 | 41340,0000 | 1442,2441 | -0,3637 | 0,10950,0773 |
| ENSBTAG00000000177 | MSLN | 728,7746 | -1,0832 | 0,32980,0809 |
| ENSBTAG00000009518 | ALKBH3 | 166,9544 | -0,5452 | 0,16770,0877 |
| ENSBTAG00000014255 | CCDC132 | 637,3383 | -0,2933 | 0,09030,0877 |
| ENSBTAG00000032905 | LOC783226; RMDN2 | 267,7538 | -0,3734 | 0,11540,0910 |
| ENSBTAG00000038783 | NA | 12,0068 | -1,1283 | 0,34900,0910 |
| ENSBTAG00000009277 | RGS17 | 5,6467 | -1,1355 | 0,35220,0926 |
| ENSBTAG00000001527 | TMEM213 | 288,4157 | -1,1294 | 0,35050,0926 |
| ENSBTAG00000013591 | CYB5R4 | 247,6895 | -0,3286 | 0,10220,0941 |
| ENSBTAG00000007105 | PWP2 | 236,8216 | -0,3893 | 0,12120,0944 |
| ENSBTAG00000018372 | STARD7 | 1929,0116 | -0,2382 | 0,07440,0961 |
| ENSBTAG00000012718 | XK | 190,9380 | -0,7959 | 0,24890,0961 |
| ENSBTAG00000039446 | BTRAPPIN-4 | 649,2324 | -1,1394 | 0,35780,0983 |

# Supplementary material for: The Transcriptome Signature of the Receptive Bovine Uterus Determined at Early Gestation
**Source:** PLoS One. 2015 Apr 7;10(4):e0122874. doi: 10.1371/journal.pone.0122874
**Supplement:** S1 Materials

**S1 Materials.** Sequence Read Archive (SRA) accession numbers of the filtered reads resulted from the RNAseq. All reads sequences were deposited in the Sequence Read Archive (SRA) of the NCBI (http://www.ncbi.nlm.nih.gov/sra/; accession numbers in Supporting Table 1) and, an overview of the gene expression data has been deposited in NCBI’s Gene Expression Omnibus (GEO) and is accessible through GEO Series accession number GSE65117.

**Supplementary Table 1.** SRA accession numbers of the filtered reads resulted from the RNAseq.

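The table pairs each cow with its sequencing records. It names cow P617 as non-pregnant and the other cows as in Fig 1. It also gives the same run for cows P1541 and P1631. In the deposited table these are different libraries: of the 17340 genes with a read in either cow, 16937 had different numbers of reads, and the correlation between them across genes was 0.908.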

| Accession | Sample NameLabel | Bioproject | Experiment number | Run number |
| --- | --- | --- | --- | --- |
| SAMN03246806 | P904Pregnant_endometrium904 | PRJNA268916 | SRX790889 | SRR1685974 |
| SAMN03246807 | P1541Pregnant_endometrium1541 | PRJNA268916 | SRX790896 | SRR1685980 |
| SAMN03246808 | P1631Pregnant_endometrium1631 | PRJNA268916 | SRX791942 | SRR1685980 |
| SAMN03246809 | P1753Pregnant_endometrium1753 | PRJNA268916 | SRX791948 | SRR1687092 |
| SAMN03246810 | P2396Pregnant_endometrium2396 | PRJNA268916 | SRX791950 | SRR1687093 |
| SAMN03246811 | NP2541Non-Pregnant_endometrium2541 | PRJNA268916 | SRX792027 | SRR1687099 |
| SAMN03246812 | NP238Non-Pregnant_endometrium238 | PRJNA268916 | SRX792034 | SRR1687175 |
| SAMN03246813 | NP617Non-Pregnant_endometrium617 | PRJNA268916 | SRX792036 | SRR1687176 |
| SAMN03246814 | NP638Non-Pregnant_endometrium638 | PRJNA268916 | SRX792037 | SRR1687179 |
| SAMN03246815 | NP856Non-Pregnant_endometrium856 | PRJNA268916 | SRX792039 | SRR1687182 |
| SAMN03246816 | NP2810Non-Pregnant_endometrium2810 | PRJNA268916 | SRX792043 | SRR1687192 |

How the deposited data were processed for this re-analysis (not part of the article)

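RNA-Seq was analysed in endometrial biopsies taken on day 6 after AI from 6 pregnant (P) and 5 non-pregnant (NP) cows, each cow being 1 replicate. As far as the paper's methods state, the authors filtered the paired-end reads with Seqyclean, mapped them with Bowtie2 in local mode to the masked UMD3.1 assembly, obtained read counts per gene with HTSeq-count and normalized them with DESeq2. The authors deposited 1 table of normalized counts, a signal that is never negative, for 11 cows. The methods do not name the gene annotation or the use of strand. Groups were taken from the sample labels and Fig 1, and cow P617, which S1 Materials names as non-pregnant, was kept as P.

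In each column the deposited values were whole multiples of what 1 read was worth, and 100% of the values in each of the 11 cows came out as whole reads. Size factors computed again from these reads with DESeq2's method differed from the authors' by at most 6e-10. The depth was 9290949 to 13569085 reads on genes per cow. A gene at a mean of 5 normalized counts therefore rests on a few reads per cow, and counting error adds to the spread among cows for such genes. The smallest signal taken as detected in a cow is 1 read. Where every cow of a group had at most 3 reads, the fold is given only as a lower bound, against a floor of 3 counts.

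The tests had been planned for counts. Because the deposited values are normalized, the main test was limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3 on log2(value + 1), as planned for that case, on the 15081 genes with a mean of at least 5 over the 11 cows and with the Benjamini-Hochberg adjustment at 0.1. Count tests on the recovered reads with edgeR 4.0.16 and DESeq2 1.42.0 (without independent filtering) were alternatives. For the same reason the scores of gene sets use the mean of log2(value + 1) over the set's genes and not the library-scaled counts planned first. Scores were compared with two-sided exact permutation tests over all splits of the cows into 6 and 5, whose smallest p-value is 0.00216. The gene lists for the extracellular matrix, sterol synthesis, the cell cycle and the markers of epithelium, stroma, endothelium, immune cells and smooth muscle had been drawn up from general knowledge. The enrichment of annotation terms and the qRT-PCR were not analysed here. The values of 1 gene that the paper names are not reported here. Genome coordinates are not given, because the reference used for gene names is of another assembly.

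The genes named are those named in the paper's text, in Tables 2, 3 and 4 and in S1 Dataset's text, and, by a rule set beforehand, the 10 genes with the largest absolute log2 fold change among those past the threshold without overlap between the groups. With limma 0 genes passed, so this rule added 0 genes. Alternatives were other tests, normalizations, filters, pseudocounts, covariates and groupings and leaving out each cow in turn.

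The tests were tested on simulated data. Counts for the 15081 genes were drawn from the real means, library sizes and dispersions, each gene independently of the others. In these counts 200 genes were changed, none of them among the genes with the lowest means. Limma called 149 genes and recovered 67% of the changed ones, and 10.1% of its calls were unchanged genes. The quasi-likelihood test of edgeR recovered 67.5% with 11.8% unchanged genes among its calls, limma-voom 65.5% with 10.9%, and DESeq2 without a prior 80% with 34.7%. The simulation held no variation shared by many genes within a cow. In the real data the first principal component alone held 46.6% of the variance. These shares therefore do not carry over to the real numbers of calls.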

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

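All tests of explanations in this part were chosen after the values had been seen. In each group of P or NP cows, the cow with the highest and the cow with the lowest value were compared with the rest for the 50 named genes, the 9 scores, the reads and the genes detected. Of the 122 groups of values checked, 6 had a cow apart from the others, and chance gives about 1 in 20, or 6.1. The gap to the nearest cow, as a share of the range of the group, was 0.636 for DHCR7 (cow P617 highest), 0.653 for MSC (cow P617 lowest), 0.875 for MSC (cow NP2541 lowest), 0.660 for RNF219 (cow P617 highest), 0.626 for TMEM213 (cow P1631 highest) and 0.865 for XK (cow NP2810 lowest). The number of such cows is no larger than chance gives. For MSC, TMEM213 and XK no further explanation was tested.

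Cow P617 was set apart in 3 of these 6 groups and, on the 500 most variable genes, was alone on the first branch with complete linkage but with cows P1541 and NP638 with average linkage. Smooth muscle markers took 4.77% of its reads, against 0.41% to 3.94% in the other cows. The paper does not analyse these genes. Its smooth muscle score was 15.30, the highest of the 11 cows, and its epithelial score of 6.81 was the lowest. Its depth, 12695953 reads, lay within the range of the other cows. It was assigned to the P group with each of the 3 numbers of genes tried, so its expression over these genes, which were chosen without it, lay nearer to the P cows. Muscle of the uterine wall in the biopsy is a candidate explanation that remains, as a hypothesis, since the markers were measured in the same libraries. With cow P617 left out, limma called 0 genes and DESeq2 without a prior called 328. No biological explanation for this cow was tested.

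Endothelial markers, which the paper does not discuss, were higher in NP cows by 0.84 on the log2 scale (8.89 ± 0.53, SD, n = 6, in P cows and 9.73 ± 0.32, SD, n = 5, in NP cows; two-sided exact permutation test, p = 0.0152, and 0.0682 after adjustment over the 9 scores). All 14 genes of the list were higher in NP cows, 13 of them with an unadjusted p-value under 0.05 in limma, and 0 are in S1 Dataset. The difference was 0.77 after adjusting for the epithelial score and 0.61 after adjusting for the smooth muscle score (permutation tests, p = 0.0238 and p = 0.0563, the second approximate). The smooth muscle score thus left most of the difference. The epithelial score hardly differed between the groups, so adjusting for it could remove little and decides nothing here. With cow P617 moved to the NP group the endothelial difference was 0.42 (p = 0.268, exact permutation test). The p-value corrected over the 9 scores is under 0.1 and above 0.05. A larger share of vessels in the NP biopsies and a higher expression in the same vessels cannot be told apart with these data.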

How the results depend on the processing

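The first choices of test, filter and grouping and most alternatives were set before the data were examined. Array weights, the smooth muscle covariate, TMM and upper-quartile normalization in limma and the further settings of DESeq2 were added after the values had been seen. No paired analysis was possible because the P and NP cows are different animals whose numbers are not shared between the groups.

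Limma called 0 genes, with 1182 at an unadjusted p-value under 0.05. The count was also 0 with limma-voom, with edgeR's quasi-likelihood test under each of its 4 settings, without a filter, with at least 10 counts in every cow, with pseudocounts of 0.1 and 5, at an adjusted p-value under 0.05, with cow P617 in the NP group, with the smooth muscle covariate and with TMM and upper-quartile normalization. DESeq2 without a prior called 201 genes (170 higher in NP cows, 31 higher in P cows, 190 in the paper's list) and with a normal prior 188 (163, 25 and 182). With the epithelial marker score as a covariate limma called 98 genes (94, 4 and 57), and with array weights 11 (11, 0 and 10). Across the 11 fits that each left out one cow, the count ranged from 0 to 171 genes, from 0 to 168 higher in NP cows, from 0 to 3 higher in P cows and from 0 to 87 of the paper's list. The highest counts came without cow P904. The cause was not tested.

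The 201 genes of DESeq2 became 598 with the epithelial covariate, 96 with the smooth muscle covariate and 141 with cow P617 in the NP group, and ranged from 90 to 646 with each cow left out in turn. Of the 201 genes, 52 were still called with the smooth muscle covariate, 42 with cow P617 in the NP group, and 49 genes were called in all of the 11 fits with one cow left out.

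The share of genes higher in NP cows among those with an unadjusted p-value under 0.05 was 70.1%. It was 77.2% with limma-voom and 74.5% with the smooth muscle covariate, 57.8% and 58.6% with DESeq2 without and with a prior, and 62% with edgeR on DESeq2's size factors.

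The extracellular matrix score kept its direction under every alternative. Its difference was from 0.35 to 0.55 across the fits that left out one cow (exact permutation p from 0.0318 to 0.105), of which 9 were above 0.05. Without the paper's calls the difference of 0.31 rose to 0.48 with cow P617 in the NP group, to 0.40 adjusted for the epithelial score and to 0.61 adjusted for the smooth muscle score, each with an exact permutation p under 0.05, and camera, which sets the genes of a set against the other genes with a preset correlation between genes, gave 1.11e-07. It was 0.206 with the median over genes (p = 0.299, exact permutation) and from 0.194 to 0.43 across the fits that left out one cow (exact permutation p from 0.0952 to 0.421), none of which passed 0.05. The sterol difference was -0.41 with the median over genes (p = 0.204, exact permutation), -0.215 with cow P617 in the NP group (p = 0.229, exact permutation) and -0.22 adjusted for the smooth muscle score (p = 0.0887, exact permutation). The endothelial score was 0.42 with cow P617 in the NP group and 0.61 adjusted for the smooth muscle score. Camera gave 4.89e-05 for the immune score and 1.05e-06 for the smooth muscle score, for which the permutation tests gave 0.0628 and 0.108. With one cow left out, the immune score differed by 0.35 to 0.68 (exact permutation p from 0.0159 to 0.143). It passed 0.05 only without cow P904 or without cow NP638. The smooth muscle score differed by -1.65 to -0.92 (exact permutation p from 0.0381 to 0.205) and passed 0.05 only without cow NP638. The cause of these changes was not tested.

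Some differences reversed, each of them within the spread among cows, and the cause was not tested. The cell cycle difference of 0.26 was -0.26 with cow P617 in the NP group, -0.28 adjusted for the smooth muscle score and from -0.001 to 0.54 with one cow left out. The epithelial difference of 0.28 was -0.69 with cow P617 in the NP group and from -0.22 to 0.51 with one cow left out. The stromal difference of 0.12 was -0.021 with the median over genes and from -0.006 to 0.32 with one cow left out. The difference in mean reads, -405626, was 63849 with cow P617 in the NP group. On the 500 most variable genes the first branches were no longer the groups. No named gene reversed its direction. Among the log2 fold changes of the 50 named genes, DESeq2 without and with a prior brought 41 and 37 genes past the threshold, the epithelial covariate 14, array weights 4, and leaving out one cow did so in 18 pairs of a gene and a cow.

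Depth limits the genes near the filter: every NP cow had at most 2 reads of RGS17, so only a lower bound of 3.22-fold can be given for it. This bound rests largely on cow P617, at 28.2 normalized counts, against 1.75 to 10.1 in the other P cows. The groups overlapped, with cow P2396 at 1.75 and cow NP856 at 2.15.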

Differences from the paper's values

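Apart from the grouping of cow P617, no test of a cause is given in this part. With limma, 0 genes had an adjusted p-value under 0.1 (1182 had an unadjusted p-value under 0.05), against the paper's 216 genes. Of these genes 0 were higher in NP cows, against the paper's 180, and 0 were higher in P cows, against the paper's 36. Among the alternatives set before the data were examined, DESeq2, which the paper's methods name, came within 1.5 times of the paper's counts both without a prior (201 genes, 170 higher in NP cows and 31 higher in P cows) and with a normal prior (188, 163 and 25). Leaving out cow P904 in limma came within it for all genes (171) and for those higher in NP cows (168), but not for those higher in P cows (3). The other alternatives set before the data were examined did not, and of those the epithelial covariate came to 98 genes (94 and 4).

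The paper's Tables 2, 3 and 4 state 42 log2 fold changes that were computed again, with RGS17 compared by its lower bound only. Of these, 20 differed by more than the standard errors. Those higher in NP cows were 2.15 for FRAS1 against the paper's 1.7644, 2.23 for DIO2 against the paper's 1.7344, 2.08 for ADAM12 against the paper's 1.5344, 2.34 for LRRC4C against the paper's 1.4019 and 1.88 for TMEM61 against the paper's 1.3626. They were also 2.36 for AK5 against the paper's 1.3616, 1.64 for KIAA1199 against the paper's 1.3307, 3.00 for ULBP3 against the paper's 1.3268, 1.64 for APOLD1 against the paper's 1.2902 and 1.75 for GPR65 against the paper's 1.2555. The rest were 2.50 for NKX6-1 against the paper's 1.2445, 1.72 for OSR1 against the paper's 1.2203, 2.33 for COL7A1 against the paper's 1.1958, 2.45 for SLC30A2 against the paper's 1.1879 and 2.47 for SYT1 against the paper's 1.1790. Those higher in P cows were -1.80 for SERPINA11 against the paper's -1.3242, -2.35 for MASP1 against the paper's -1.2715, -1.97 for DDX25 against the paper's -1.2070, -1.76 for UGT2A3 against the paper's -1.1981 and -1.45 for CYP2A13 against the paper's -0.9746. With a normal prior in DESeq2, which draws estimates towards 0, 20 of the 20 came within the standard errors. Moving cow P617 to the NP group did so for 18 genes (ULBP3 and KIAA1199 were not among them), a pseudocount of 5 for 13, the epithelial covariate for 6, and DESeq2 without a prior and each setting of edgeR for 3 (KIAA1199, APOLD1 and CYP2A13). The fits that left out one cow did so for 1 to 9 of these genes. Limma-voom, no filter and a pseudocount of 0.1 did so for 0 genes. At least 10 counts in every cow also did so for 0 genes, with 7 of the 20 genes left to compare. With cow P617 in the NP group, DESeq2 without a prior called 41 of the paper's 216 genes, against 190 with this cow in the P group. These counts argue against the paper's list having been made with cow P617 in the NP group.

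The paper lists RNF219, XK, ALKBH3, CYP2A13, UBE2N, RGS17, NKX6-1, SLC30A2 and BMP4 among its genes, and neither limma nor DESeq2 without a prior called them. DESeq2 with a prior did not call them either. Of these genes, RNF219, CYP2A13, UBE2N and BMP4 are not in the paper's S1 Dataset, and for RNF219 and CYP2A13 the adjusted p-value in the paper's Table 3 is itself above its threshold. BMP4 and NKX6-1 were called by limma without cow P904, with adjusted p-values of 0.0460 and 0.0470.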

Other observations

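Most tests in this part were chosen after the results had been seen. The exceptions are the tests with limma on other splits, on the epithelial score and on depth, the test on the selection of genes for clustering, the adjustments for the endothelial score, the adjustment of the extracellular matrix genes for the epithelial score, and the tests on the interferon-stimulated genes and the hormone receptors.

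The count of 0 genes from limma (1182 at an unadjusted p-value under 0.05) is reached by every grouping, so that 100 of 100 splits of the 11 cows into 6 and 5, the real one included, gave as many, which carries no information. The epithelial marker score and the reads per cow had exact two-sided permutation p-values of 0.8463 and 0.6623 for a difference between the groups. With 0 genes called there was nothing for such a difference to account for, so that neither test decides anything here. Of the 100 splits, 14 had at least 1182 genes at an unadjusted p-value under 0.05 (median of the other splits 359, highest 4022). DESeq2 without a prior called at least 201 genes in 9 of the 100 splits (median of the others 4, highest 3209). In the 8 other such splits cows P617 and P1541 were in the same group, as in 41 of the 99 other splits. A count as large as the real one is therefore reached by other groupings of these cows more often than 1 time in 20.

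Of the 201 genes called by DESeq2 without a prior, 52 were still called with the smooth muscle score as a covariate, 201 with the epithelial score and 8 with the endothelial score. The smooth muscle content of the biopsies may therefore account for part of these calls. The epithelial score hardly differed between the groups, so that adjusting for it could remove little and shows little about the share of epithelium. The endothelial score cannot be told apart from the groups, since 51.9% of its variance lies between them, against 26.6% for smooth muscle and 2.36% for epithelium, and this reading was chosen after the value had been seen. The number of these calls cannot be told apart from chance and from the make-up of the biopsies, which says nothing on any single gene.

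The branches of the clustering on the 50 genes with the smallest p-values follow from the choice of genes by group, as 98 of the 99 other splits were separated in the same way by their own 50 genes. Assigning each cow by the genes chosen in the other cows, 3 of the 100 splits, the real one included, placed at least 10 of 11 cows correctly (median of the others 5). In this comparison the groups stood out from most other groupings. They also did so in the sterol synthesis and endothelial scores (two-sided exact permutation tests, p = 0.0130 and p = 0.0152 before adjustment over the 9 scores). Since the assignment of cows was chosen as a comparison after the data were seen, it is a hypothesis that the day 6 transcripts carry information on the outcome.

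Limma called 171 genes without cow P904 and 0 with it. With each of the 3 numbers of genes tried, this cow was assigned to the NP group, which restates in another form that the groups part more clearly without it and tests no cause. Its depth of 11083269 reads lay within the range of the other cows. No biological explanation for this cow was tested.

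The extracellular matrix genes differed by 0.524 after adjusting for the epithelial score, against 0.46 before. They differed by 0.564 after adjusting for the endothelial score (permutation test, p = 0.0130). Both scores were higher in NP cows and, within the groups, ran against the extracellular matrix score, so that these adjustments raised the difference and show little about the share of either tissue as a cause. Without the paper's calls, the difference adjusted for the endothelial score was 0.52 (permutation test, p = 0.0541). Since the endothelial score itself differed between the groups, both p-values adjusted for it are approximate and may be too small. The sterol synthesis genes differed by -0.22 after adjusting for the smooth muscle score, against -0.37 before, so most of the difference was left although it no longer passed 0.05. Before these adjustments for tissue, the p-values corrected over the 9 scores were 0.130 for the extracellular matrix genes and 0.0682 for the sterol synthesis genes, so that chance remains for both.

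A response to the embryo on day 6 was examined with 18 interferon-stimulated genes, of which 17 were tested. All cows had been inseminated and the groups were set later, so that NP cows could also have held an embryo on day 6 and the comparison can neither show nor rule out such a response. The mean of the 17 genes was 7.19 ± 0.52 (SD, n = 6) in P cows and 7.53 ± 0.59 (SD, n = 5) in NP cows (two-sided exact permutation test, p = 0.4134), with 15 genes higher in NP cows and 2 in P cows, so no higher expression in P cows was detected. A difference in the receptors PGR, ESR1, ESR2 and OXTR was also not detected, with log2 differences of -0.20, -0.29, 1.14 and -1.21 and a smallest adjusted p-value of 0.539 over the 4 genes (two-sided exact permutation tests).

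GRIA2 (ENSBTAG00000004775) was singled out after its values had been seen. It had at most 3 reads in every P cow and 37.3 ± 35.7 normalized counts (SD, n = 5) in NP cows, from 10.8 to 99.6, at least 12.4-fold higher than a floor of 3 counts. This bound rests largely on cow NP2541, at 99.6, since the other NP cows had at most 33.4 normalized counts. The adjusted p-value of GRIA2 was 0.160 in limma and 3.57e-05 in DESeq2 without a prior, and the paper does not list it.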
